A study of Mus musculus with 12 samples.

How the data were processed

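Whole bone marrow cells of mice, named as B6 in the labels, were profiled by RNA sequencing in 4 groups of 3 libraries, 12 in all. Libraries were made from total RNA with a directional MGI kit for messenger RNA, per the labels' protocols. The marrow was taken 14 days after irradiation. The aligner, the program that estimated expression, their versions, the genome build and the annotation are not stated in the labels or the file header.

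The deposited table gives FPKM (fragments scaled by transcript length and by the mapped fragments of the library) for each gene and library, as the authors computed it. FPKM is relative to the mapped fragments of its own library and to transcript length, and it holds no counts, so no count model was used. The table lists 21853 genes. All 21853 identifiers, with their version numbers, matched protein-coding genes of GENCODE vM21 on the GRCm38 mouse genome, and symbols and 1-based coordinates were taken from that annotation. In the table, 48 identifiers had a symbol that was shared with another identifier. Genes outside the table were not analysed here. Between 45 and 72 values per library were above 0 and under 1e-06, values far too small to stand for a read.

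Total reads per library are unknown. Low values stepped in whole reads, which gave the FPKM worth of 1 read in each library relative to control replicate 1. That value was 1.32 and 0.889 for control replicates 2 and 3, 1.09, 0.889 and 1.20 for TBI replicates 1 to 3, 2.27, 1.51 and 1.89 for TBI+DEIX replicates 1 to 3, and 1.66, 1.11 and 1.28 for DEIX replicates 1 to 3. A higher value means a shallower library. The comparison used between 1915 and 2687 low genes per library, and for TBI+DEIX replicate 1 the best value was hardly better than the next, by a ratio of 1.01. The TBI+DEIX libraries were thus the shallowest as a group, and their values for low genes are the least precise.

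Genes of very high expression were searched for values of exactly 0. S100a8, S100a9 and Ngp were each listed at 0 in some libraries and among the highest values of the table in the others, so a 0 there was read as a failed estimate. All 3 stayed in the tests as planned, their values are given per library without a mean, and results without them are among the alternatives.

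Values were tested as log2(FPKM + 1), a scale that understates the change of low genes. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, 10994 in all. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) in 1 model of the 4 group means over all 12 libraries, which leaves 8 residual degrees of freedom per gene. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum change. The 5 contrasts were TBI against control, TBI+DEIX against TBI, DEIX against control, TBI+DEIX against control, and the interaction, which is the DEIX effect in irradiated mice minus the DEIX effect in unirradiated mice. The shared model assumes that a gene has the same spread in each group. The root mean square of the within-group SD of log2(FPKM + 1), over the tested genes other than those 3, was 0.140 in control, 0.225 in TBI, 0.418 in TBI+DEIX and 0.236 in DEIX, so the assumption does not hold well for comparisons with TBI+DEIX, and fits on the compared groups alone are given beside the counts.

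The genes named for each contrast followed a fixed rule. Among called genes whose libraries did not overlap between the groups compared (for the interaction, among called genes), with a mean FPKM of at least 5 in the higher group and a symbol that is not a predicted or unnamed gene, the 5 largest rises and the 5 largest falls were taken, and not all of them are given. For a gene list, its 3 tested members with the highest mean FPKM may be named.

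Cell types and programmes were tested with 19 gene lists in each of the 5 contrasts, 95 tests adjusted together, by camera in limma with a preset correlation of 0.01 between genes. The lists covered stem and progenitor cells, erythroid cells, promyelocytes, maturing neutrophils, monocytes and macrophages, B lineage, T and NK cells, megakaryocytes and platelets, eosinophils with basophils and mast cells, plasma cells, stroma with bone and endothelium, osteoclasts, p53 targets, proliferation, senescence, antioxidant genes, interferon response, antigen presentation, and carotenoid and retinoid metabolism. Each list test was repeated with fry and with camera under an estimated correlation. Called members are given over all genes tested and adjusted over the list alone. The score of a list in a library is the mean of its genes' log2(FPKM + 1), each gene centred on its mean over the 12 libraries.

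A library's position on the line from control to TBI was its log2 profile, minus the control mean, projected on the TBI mean minus the control mean over all tested genes, so that 0 is the control mean and 1 the TBI mean. Each control or TBI library was placed on a line built without it. The lines for TBI libraries thus rest on a pair of TBI libraries. Each TBI+DEIX or DEIX library was placed on the same 3 lines, and its position is the mean. Noise in these lines bears on TBI and TBI+DEIX alike, so equal groups would be expected to differ by 0. Positions of groups were compared by exact two-sided permutation tests, which cannot go below 0.1 for 3 against 3 libraries. To count TBI genes that moved back in TBI+DEIX, genes were chosen from control against a pair of TBI libraries, and the direction was read against the TBI library left out. With no difference the share would lie near 50%, and a simulation of that case is given with the tests on simulated data.

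The lists, the filter, the tests, the naming rule and most alternatives were fixed before the data were examined. Alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, rescaling to a common sum (TPM scale), to median ratios or by quantiles, eBayes without trend or robust, the replicate number in the model, only the compared groups in the fit, a minimum absolute log2 change of 1, and each replicate left out in turn. Leaving out the 3 genes listed at 0, a common sum computed without them, and removal of each library's trend on GC content and transcript length (natural splines with 5 degrees of freedom each, all 21853 genes having both) were chosen after seeing the data. So were array weights, which give each library a weight from its spread around its group mean (gene by gene method in limma).

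The scripts were tested on simulated data in which 200 of 10994 genes had a planted log2 change of 2 up or down. The fit recovered 97.5% of the changed genes, 3.47% of its calls were unchanged genes, and it made 0 calls in a group with nothing planted. Of the 19 lists beside a planted one, 0 were called. Simulated genes were independent of each other and had the same spread in each group. The results therefore do not show how the fit or the list tests behave with correlated genes or unequal spread. Simulated TBI+DEIX libraries planted at 1.5 on the line were placed at 1.49. Simulated TBI libraries, each placed on a line built without it, had a mean position of 0.979. These simulated positions used only genes called in TBI against control, while those of the data used all tested genes. They therefore do not show how noise of unchanged genes shifts the reported positions. With simulated TBI+DEIX libraries equal to TBI, 45.9% of TBI genes moved back. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.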

Results

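RNA from whole bone marrow was compared between unirradiated control mice, mice given 5 Gy of total body irradiation (TBI) with gamma rays at 0.66 Gy/min, irradiated mice treated with DEIX (TBI+DEIX), and unirradiated mice treated with DEIX. The series title names deinoxanthin, a bacterial carotenoid, as the treatment. DEIX was given at 25 mg per kg body weight once a day for 14 days, by mouth in the TBI+DEIX mice. The TBI mice received 100 µL of olive oil, the vehicle, by gavage. No gavage or vehicle is stated for the control mice, so an effect of dosing itself cannot be separated from the differences from control. Each group had 3 libraries.

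The FPKM values of a library summed to between 493683 (TBI+DEIX replicate 1) and 848843 (TBI+DEIX replicate 3). Between 10359 and 10832 genes per library had an FPKM of at least 1. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were expressed in all 12 libraries, with the lowest value at 3.40 FPKM. Other genes that differ by sex were not analysed here. Libraries of the same group correlated across genes with a median Pearson r of 0.982 (12 pairs, from 0.929 to 0.996), and libraries of different groups with a median r of 0.963 (54 pairs, from 0.887 to 0.983). Genes are not independent replicates, so these values only describe the libraries.

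The neutrophil genes S100a8, S100a9 and Ngp had estimates that failed in some libraries. S100a8 (chromosome 3, 90668978 to 90670035, plus strand) was listed at 0 in control replicate 3 and in TBI+DEIX replicate 2, and ranged from 28424.4 to 107867 FPKM in the other libraries. S100a9 (chromosome 3, 90692632 to 90695721, minus strand) was listed at 0 in control replicate 3, TBI replicates 1 and 2 and TBI+DEIX replicate 2, with 21272.7 to 87647.9 FPKM elsewhere. Ngp (chromosome 9, 110419747 to 110423012, plus strand) was listed at 0 in 5 libraries, with 13842.5 to 28553.4 FPKM elsewhere. None of the 3 was called in any contrast. They took from 0% to 26.4% of a library's summed FPKM, so their failure changed the sums of the libraries.

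The first principal component of log2(FPKM + 1) held 38.3% of the variance and the second 20.8%. The 3 control libraries lay together at the low end of the first component, from -33.2 to -26.9. TBI+DEIX replicate 1 lay far from all other libraries, at 53.3 and -31.8, while the other TBI+DEIX libraries lay at 7.66 and 21.5 on the first component.

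**Figure D1:**
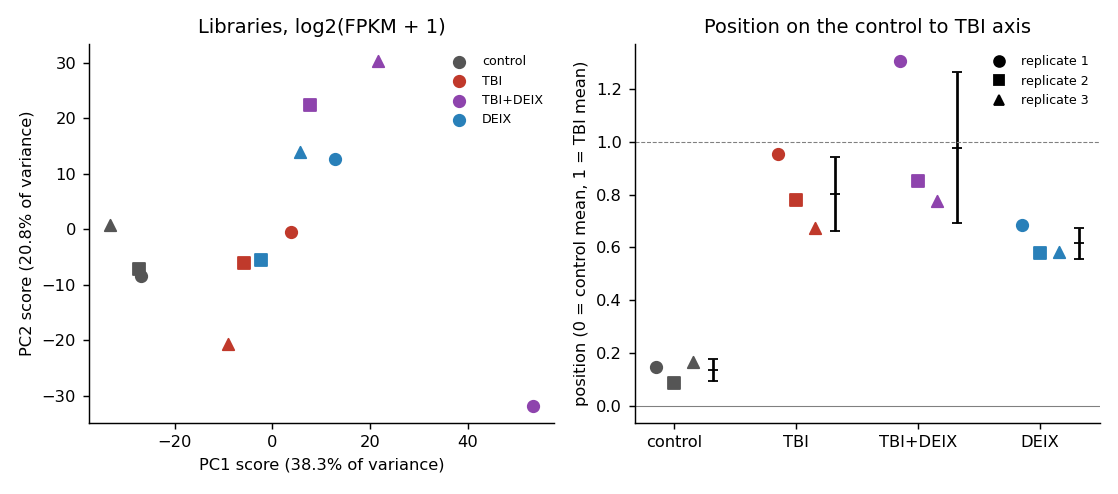
Left, each library's scores on the first and second principal components, with colour for group and shape for replicate. Right, each library's position on the line from the control mean (0) to the TBI mean (1), with bars for mean ± SD (n = 3). TBI+DEIX replicate 1 lay at 1.31, and the other TBI+DEIX libraries at 0.854 and 0.776, inside the TBI range of 0.673 to 0.952. Each TBI library was placed on a line built without it, and TBI+DEIX and DEIX positions are means over the same lines.

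TBI against control asks what differed in the marrow 14 days after irradiation and vehicle. Of 10994 genes tested, 439 were called, 98 higher and 341 lower in TBI, and 1988 had an unadjusted p under 0.05. The libraries of both groups did not overlap for 38.2% of tested genes, against 10% by chance. Of the alternatives, array weights, chosen after seeing the data, moved the count most, to 4218 genes, and those planned gave from 134 genes, at a mean FPKM of at least 5, to 1417, with only these groups in the fit.

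The largest falls among the named genes were in B cell genes and in Myl4. Ms4a1 (ENSMUSG00000024673.9, chromosome 19, 11249675 to 11266241) went from 21.9 ± 3.62 FPKM in control to 0.508 ± 0.178 in TBI (SD, n = 3), a log2 change of -3.92 with an SE of 0.44 and an adjusted p of 0.000965. Fcmr (ENSMUSG00000042474.6, chromosome 1) went from 19.3 ± 3.19 to 0.417 ± 0.153 FPKM, a log2 change of -3.84 (SE 0.23, adjusted p 2.91e-05). Fcrla, Myl4 and Cd72 changed by -3.28, -3.20 and -3.16, with adjusted p of 0.0141, 0.00094 and 0.00477. Rises included Vcan, Ctsk and Asns. Vcan (ENSMUSG00000021614.16, chromosome 13, 89655312 to 89742509) rose from 1.69 ± 0.496 to 13.8 ± 8.49 FPKM, a log2 change of 2.31 (SE 0.43, adjusted p 0.0144). Ctsk rose by 1.84 (adjusted p 0.00554) and Asns by 1.07 (adjusted p 0.00123). Vcan lost its call without control replicate 1, control replicate 3 or TBI replicate 2 (adjusted p over its alternatives from 7.06e-05 to 0.077). Fcrla lost it without control replicate 1, control replicate 3 or TBI replicate 1 (from 5.39e-06 to 0.0639).

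By camera, 9 of the 19 gene lists were called in TBI against control, 8 lower and 1 higher. Only 2 of these also passed with fry, and 0 passed with an estimated correlation, where 3 lists had an unadjusted p under 0.05. Camera with the preset correlation also called between 3 and 14 lists when the same 6 libraries were split in other ways, so its calls alone are weak evidence, here and in each contrast that follows. The 2 lists that fry also called were the stem and progenitor cell list, with a median log2 change of -0.82 (13 of 15 tested genes lower, fry adjusted p 0.00506), and the megakaryocyte and platelet list, at -0.74 (15 of 16 lower, fry adjusted p 0.0164). In the stem and progenitor cell list 7 genes were called over all genes tested and 11 adjusted over the list alone; in the megakaryocyte and platelet list these counts were 6 and 12. Pf4 went from 61.3 ± 10.4 to 11.1 ± 6.59 FPKM (adjusted p 0.00559).

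The interferon response list was lower in TBI by a median of -1.83 (18 of 18 genes lower, camera adjusted p 3.22e-11, fry 0.0951), with 2 genes called over all genes tested and 13 adjusted over the list alone. The B lineage list fell by 1.64 (19 of 19 lower, fry adjusted p 0.0724, 6 genes called and 7 adjusted over the list alone). TBI replicate 1 decided much of the size of that fall: without it the median was -0.81. The T and NK cell list fell by 0.87 (16 of 16 lower, fry adjusted p 0.0529, 5 and 13 genes). The antigen presentation, monocyte and macrophage, and eosinophil with basophil and mast cell lists were also lower by camera, with medians of -0.71, -0.47 and -0.57. Without TBI replicate 3 the monocyte and macrophage median was -0.31, and without TBI replicate 1 the eosinophil, basophil and mast cell median was -0.30. The proliferation list was higher by 0.25 (23 of 23 genes, fry adjusted p 0.093), with 0 of its genes called over all genes or adjusted over the list alone. The p53 target list was not called (median 0.16, adjusted p 0.299), with 0 genes called and 4 adjusted over the list alone, and neither were the senescence list (-0.07, adjusted p 0.184), the antioxidant list (0.17, adjusted p 0.0776) or the erythroid list (0.36, adjusted p 0.376). Also not called were the promyelocyte (-0.37, adjusted p 0.174), maturing neutrophil (0.27, adjusted p 0.255), plasma cell (-0.07, adjusted p 0.34), stroma, bone and endothelium (0.35, adjusted p 0.743), osteoclast (0.22, adjusted p 0.0638) and carotenoid and retinoid (-0.12, adjusted p 0.946) lists.

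**Figure D2:**
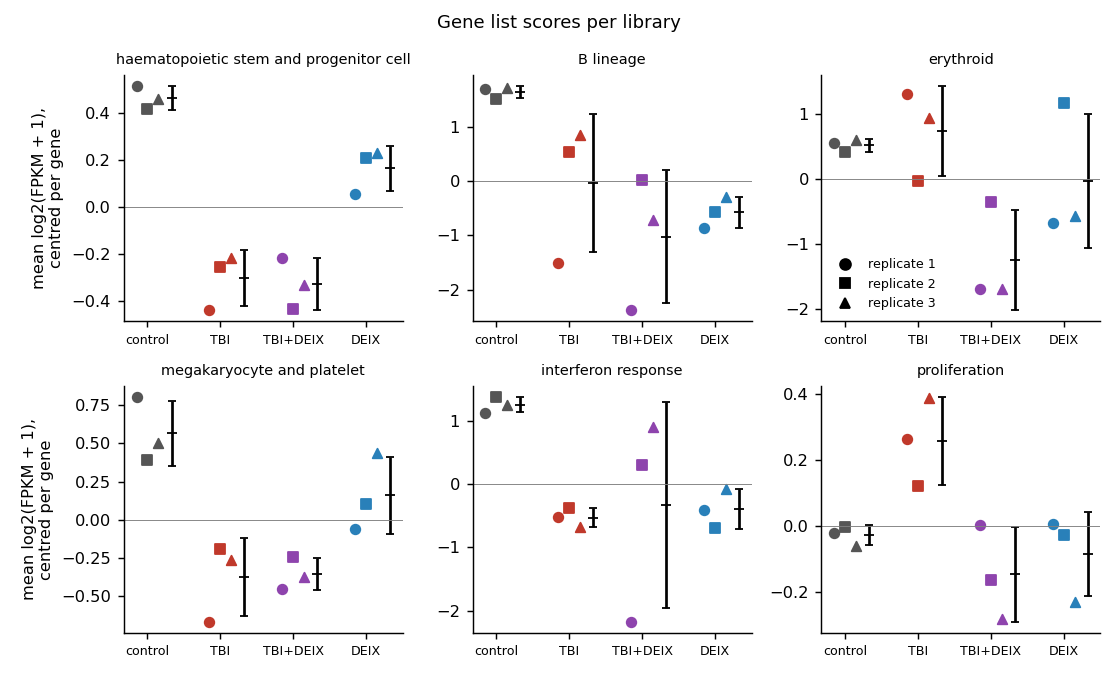
Score of 6 gene lists in each library, as the mean log2(FPKM + 1) of the list's genes after centring each gene on its mean over the 12 libraries; bars give mean ± SD (n = 3). The interferon score of TBI+DEIX ran from -2.17 in replicate 1 to 0.89 in replicate 3, and the erythroid score of TBI+DEIX from -1.70 in replicate 3 to -0.35 in replicate 2.

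TBI+DEIX against TBI asks what DEIX changed in irradiated mice. With all 12 libraries in the model, 891 genes were called, 516 higher and 375 lower in TBI+DEIX (2986 with an unadjusted p under 0.05). With only these 6 libraries in the fit, 0 genes were called and 2015 had an unadjusted p under 0.05. The 891 calls therefore depended on the control and DEIX libraries being in the model. Fits on the compared groups alone lose the same residual degrees of freedom in each comparison. Yet the count rose in TBI against control (439 to 1417) and in DEIX against control (796 to 2057). It fell in TBI+DEIX against control (3299 to 2181). This argues against the degrees of freedom as the whole cause, and their part was not separated from that of the spread. The count also turned on single libraries, with 5 genes called without TBI replicate 3, 51 without TBI+DEIX replicate 3 and 2836 without TBI+DEIX replicate 1. On the TPM scale 155 genes were called, 34.8% of them higher, against 57.9% higher among the 891. The groups did not overlap for 27.2% of tested genes, against 10% by chance.

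Genes named for this contrast are given with that limit, since each lost its call in the fit on the 6 libraries alone (adjusted p from 0.144 to 0.156) and without TBI replicate 3 or TBI+DEIX replicate 3. Erythroid membrane genes fell. Slc4a1 (ENSMUSG00000006574.15, chromosome 11) went from 156 ± 102 FPKM in TBI to 25.3 ± 21.9 in TBI+DEIX (SD, n = 3), a log2 change of -2.64 (SE 0.69, adjusted p 0.0418), beside 97.2 ± 14.1 in control. Epb42, Trim10 and Mgst3 changed by -2.46, -2.21 and -2.17. Slc4a1, Epb42, Trim10 and Mgst3 also lost their call without TBI replicate 1. Over the alternatives their changes ran from -3.27 to -1.40, from -3.19 to -1.24, from -2.73 to -1.15 and from -2.66 to -1.08. The named rises were in Stfa2 (3.05), Stfa3 (2.80), Entpd3 (2.60), Ggt1 (2.30) and Cd38 (2.28). All of these but Stfa2 also lost their call without TBI replicate 2. Ggt1 (ENSMUSG00000006345.10, chromosome 10) rose from 9.72 ± 5.82 to 48.1 ± 11.4 FPKM (SE 0.46, adjusted p 0.0205). Stfa2 and Stfa3 belong to a family of near-identical neighbours on chromosome 16, and how reads were shared between its members is not known.

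Of the gene lists, 4 were called by camera in TBI+DEIX against TBI, but each of the 10 splits of these 6 libraries gave at least 4. The erythroid list was lower by a median of -1.91 (24 of 24 genes lower, camera adjusted p 2.41e-12, fry 0.0724), with 11 genes called over all genes tested and 23 adjusted over the list alone. Its score was -1.69, -0.35 and -1.70 in the TBI+DEIX libraries and 1.32, -0.03 and 0.95 in the TBI libraries. Hba-a1 was at 2287 ± 1635 FPKM in TBI and 352 ± 374 in TBI+DEIX (adjusted p 0.0537). The proliferation list fell by 0.37 (23 of 23 genes lower, camera adjusted p 2.63e-08, 6 genes called and 12 adjusted over the list alone) and was the list that fry also called, at an adjusted p of 0.0481. Pcna was at 268 ± 37.6 FPKM in TBI and 157 ± 31.9 in TBI+DEIX (adjusted p 0.0254). The maturing neutrophil list was higher by 0.50 (15 of 18 genes, fry adjusted p 0.105, 1 gene called and 4 adjusted over the list alone), and by 0.88 without TBI+DEIX replicate 1. The B lineage list was lower by a median of -1.07 (17 of 19 genes, fry adjusted p 0.439, 0 genes called over all genes or the list alone), and lost its call without TBI+DEIX replicate 1, where the median was -0.31 (adjusted p 0.513), without TBI replicate 2 (-0.67) and without TBI replicate 3 (-0.63). It was at -2.06 without TBI replicate 1 and at -1.71 without TBI+DEIX replicate 2. With an estimated correlation, 0 lists were called and 0 had an unadjusted p under 0.05. The p53 target (0.07), antioxidant (0.02), carotenoid and retinoid (-0.14), stem and progenitor cell (0.06) and megakaryocyte and platelet (0.07) lists were not called. Of the antioxidant genes, 10 higher and 9 lower, 4 were called over all genes tested and 7 adjusted over the list alone. These counts were 2 and 3 for p53 targets, 2 and 2 for carotenoid and retinoid genes, 0 and 0 for stem and progenitor cells, and 2 and 2 for megakaryocytes and platelets.

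Whether irradiated mice given DEIX lay nearer to control was measured by position on the line from control to TBI. Mean positions were 0.133 ± 0.0416 in control, 0.802 ± 0.141 in TBI, 0.978 ± 0.286 in TBI+DEIX and 0.615 ± 0.0593 in DEIX (SD, n = 3). TBI+DEIX and TBI differed by 0.177, less than the spread of the TBI+DEIX libraries (exact two-sided permutation p 0.5, Benjamini-Hochberg adjusted over 3 comparisons 0.5). Without TBI+DEIX replicate 1 the difference was 0.0131. Both groups were placed on lines built from pairs of TBI libraries, so equal groups would be expected to differ by 0. DEIX differed from control by 0.482 (exact permutation p 0.1, the smallest that 3 against 3 libraries allow, adjusted 0.3) and from TBI by -0.186 (exact permutation p 0.2, adjusted 0.3). Of the genes changed by TBI, 38.5% ± 11.5 moved back in TBI+DEIX (SD over the 3 TBI libraries left out in turn, from 28.2% to 50.9%, on 204 to 259 genes). In simulated data with TBI+DEIX equal to TBI the share was 45.9%, inside the range of the 3 values. Called in both TBI against control and TBI+DEIX against TBI were 58 genes, 43 of them in the same direction and 15 in opposite directions. Across genes the log2 changes of these contrasts correlated with an r of 0.05. Sharing a simulated TBI group alone gave a mean r of -0.48 in simulated groups with no effect (95% range -0.90 to 0.29). Those simulations drew residuals from all 4 groups, whose spread is unequal, so they do not stand for noise in the TBI libraries alone.

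DEIX against control asks what DEIX changed in unirradiated mice. There were 796 called genes, 497 higher and 299 lower (2718 with an unadjusted p under 0.05), and the groups did not overlap for 40.6% of tested genes, against 10% by chance. On the TPM scale 305 genes were called, and only 17.4% of them were higher, against 62.4% of the 796, so the balance of rises and falls depends on the scaling. Without control replicate 2 the count was 146.

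Vcan rose from 1.69 ± 0.496 FPKM in control to 34.1 ± 11.4 in DEIX (SD, n = 3), a log2 change of 3.67 (SE 0.43, adjusted p 0.00278). Ms4a4a (ENSMUSG00000101389.1, chromosome 19) rose from 5.88 ± 0.398 to 31.3 ± 11.7 FPKM, a change of 2.15 (SE 0.33, adjusted p 0.00719). Wfdc17, Ggt1 and Ms4a6d rose by 2.37, 1.94 and 1.88 (adjusted p 0.0447, 0.033 and 0.0245). The named falls were Myl4 (-3.32, adjusted p 0.00176), Rag1 (-3.29, adjusted p 0.0411), Fam129c (-3.09, adjusted p 0.00915), Ifit3 (-2.80, adjusted p 0.0499) and Ifit3b (-2.66, adjusted p 0.0436). Myl4 (ENSMUSG00000061086.12, chromosome 11) was at 31.4 ± 2.43 FPKM in control and 2.28 ± 0.666 in DEIX. Rag1 (ENSMUSG00000061311.6, chromosome 2) was at 26.1 ± 4.81 and 1.78 ± 0.469 FPKM. Ifit3 and Ifit3b are close paralogs on chromosome 19, and how reads were shared between them is not known. Wfdc17, Rag1, Ifit3 and Ifit3b lost their call whichever of the 6 libraries was left out, and Ggt1 and Ms4a6d without any 1 of them but DEIX replicate 2.

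In DEIX against control 10 lists were called by camera, 9 lower and 1 higher, while fry and the estimated correlation each called 0, with 5 and 0 lists at an unadjusted p under 0.05. The B lineage list was lower by a median of -2.31 (19 of 19 genes lower, camera adjusted p 8.59e-11, fry 0.0724, 5 genes called and 15 adjusted over the list alone). The interferon response list was lower by -1.63 (18 of 18 genes, camera adjusted p 7.29e-09, fry 0.105, 4 and 11 genes). Ifi27l2a was at 709 ± 73.2 FPKM in control, 83.1 ± 41.3 in TBI, 154 ± 150 in TBI+DEIX and 74.4 ± 19.2 in DEIX, and passed the threshold only for TBI+DEIX against control (adjusted p 0.0431). The antigen presentation (-0.67), stroma, bone and endothelium (-0.61), T and NK cell (-0.46), megakaryocyte and platelet (-0.41) and eosinophil, basophil and mast cell (-0.23) lists were lower, and the maturing neutrophil list was higher (0.64, 17 of 18 genes). The eosinophil, basophil and mast cell median was -0.12 without DEIX replicate 1 and -0.56 without DEIX replicate 2. The megakaryocyte and platelet list lost its call without control replicate 1 (median -0.28). The erythroid list (-0.64, 24 of 24 genes lower) lost its call without DEIX replicate 1 (-0.26) or DEIX replicate 3 (-0.24), and was at -1.17 without DEIX replicate 2. The stem and progenitor cell list (-0.20, 11 of 15 lower, adjusted p 0.0457) lost its call in 10 of 18 alternatives, among them the fits without control replicate 1 (median -0.20) and without DEIX replicate 1 (-0.09), and was at -0.31 without DEIX replicate 3. The p53 target (0.00), antioxidant (0.05), proliferation (-0.06) and carotenoid and retinoid (0.14) lists were not called. Neither was the monocyte and macrophage list (-0.09, 9 genes higher and 11 lower, camera adjusted p 0.0633). Of its genes, 6 were called over all genes tested and 7 adjusted over the list alone. For the antioxidant list these counts were 3 and 3.

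TBI and DEIX, each against control, changed many of the same genes. Called in both contrasts were 220 genes, all 220 in the same direction. Across genes the log2 changes correlated with an r of 0.62. Sharing a simulated control group alone gave a mean r of 0.48, with a 95% range of -0.29 to 0.90 that holds the observed r. With no library in common between the contrasts, r ran from 0.37 to 0.57 over 6 arrangements, with a mean of 0.488. That mean lay just inside the 95% range of simulated groups without effect, -0.572 to 0.493. Both simulations drew residuals from libraries of all 4 groups, though the root mean square SD was 0.140 in control and 0.418 in TBI+DEIX. Neither can therefore say what noise in the control libraries alone would give.

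TBI+DEIX against control asks what still differed from untreated mice after irradiation and DEIX. It had the most calls of the 5 contrasts, 3299, of which 1855 were higher and 1444 lower (4577 with an unadjusted p under 0.05). The fit on these 6 libraries alone called 2181. On the TPM scale 1803 genes were called, 30.4% of them higher against 56.2%. Called against control in all 3 other groups were 210 genes, each in a single direction. The named genes were Stfa2 (4.26), Lipg (4.24), BC100530 (4.09), Ggt1 (3.31) and Vcan (3.14) among rises, and Spib (-4.52), Myl4 (-4.12), Fcmr (-4.02), Fam129c (-3.96) and Cd72 (-3.77) among falls, with adjusted p from 1.73e-05 (Fcmr) to 0.00643 (Lipg). All 10 kept their call under every alternative run. Spib (ENSMUSG00000008193.13, chromosome 7) was at 83.2 ± 8.97 FPKM in control and 3.59 ± 3.72 in TBI+DEIX (SD, n = 3). Stfa2 was at 8.31 ± 1.10 and 227 ± 195 FPKM, with the same limit on reads shared in its family, to which the neighbouring BC100530 is related.

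By camera 9 lists were called in TBI+DEIX against control, and fry also called the stem and progenitor cell list (-0.83, 13 of 15 genes lower, fry adjusted p 0.00506, 10 genes called and 10 adjusted over the list alone), the megakaryocyte and platelet list (-0.84, 14 of 16 lower, fry adjusted p 0.0164, 13 and 13 genes) and the B lineage list (-2.89, 19 of 19 lower, fry adjusted p 0.0306, 15 and 17 genes). An estimated correlation called 0, with 1 list at an unadjusted p under 0.05. The p53 target list was called by fry (adjusted p 0.0481) but not by camera (median 0.21, adjusted p 0.185), with 9 genes called and 10 adjusted over the list alone. The erythroid list was at -1.76 (24 of 24 lower), the maturing neutrophil list at 0.86 (17 of 18 higher), the antigen presentation list at -0.86 (14 of 14 lower), the T and NK cell list at -0.65 and the eosinophil, basophil and mast cell list at -0.43. The interferon response list was at -1.62 (17 of 18 lower). TBI+DEIX replicate 1 decided the size of several of these: without it the medians were -0.60 for interferon response, -0.45 for antigen presentation and -0.35 for T and NK cells, and the eosinophil, basophil and mast cell list lost its call (-0.23).

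The interaction asks whether the DEIX effect differed between irradiated and unirradiated mice. The TBI mice received vehicle, and none is stated for the control mice. An effect of dosing itself could thus enter the comparison of DEIX with control but not that of TBI+DEIX with TBI. The interaction cannot be separated from such an effect. It was called for 22 genes, 21 above 0 and 1 below, and 825 genes had an unadjusted p under 0.05. Leaving out TBI+DEIX replicate 1 gave 331 genes and leaving out TBI replicate 2 gave 4. For 16 of the 22, the control libraries lay apart from all 9 other libraries.

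C1qa (ENSMUSG00000036887.5, chromosome 4, 136895917 to 136898803) was at 38.2 ± 2.13 FPKM in control, 17.5 ± 4.03 in TBI, 33.3 ± 10.8 in TBI+DEIX and 11.5 ± 1.98 in DEIX (SD, n = 3), a log2 interaction of 2.52 (SE 0.33, adjusted p 0.0142). C1qb and C1qc, its neighbours on chromosome 4, had interactions of 2.43 (adjusted p 0.0142) and 2.27 (adjusted p 0.016). Spic (ENSMUSG00000004359.16, chromosome 10) was at 7.25 ± 1.34, 3.64 ± 0.342, 7.35 ± 3.10 and 1.51 ± 0.652 FPKM in control, TBI, TBI+DEIX and DEIX, an interaction of 2.51 (SE 0.40, adjusted p 0.0338), and lost its call without each single library except TBI+DEIX replicates 1 and 3. H2-Q6 (ENSMUSG00000073409.12, chromosome 17) was at 61.2 ± 12.2 FPKM in control and at 6.87 ± 2.15, 12.7 ± 3.72 and 14.6 ± 1.62 in TBI, TBI+DEIX and DEIX, an interaction of 2.79 (SE 0.34, adjusted p 0.0142); it belongs to a family of near-identical genes. Fn1 (ENSMUSG00000026193.15, chromosome 1) was at 92.0 ± 12.9, 105 ± 19.3, 51.1 ± 9.23 and 210 ± 46.9 FPKM in the same order, an interaction of -2.20 (SE 0.29, adjusted p 0.0142). C1qa lost its call without control replicate 1, control replicate 3 or TBI replicate 2 (adjusted p over its alternatives from 7.15e-05 to 0.0633), and Fn1 without control replicate 3 or TBI replicate 2 (from 0.000275 to 0.0583). C1qc lost it without any control replicate, TBI replicate 2 or DEIX replicates 1 or 2 (from 8.83e-05 to 0.0737).

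**Figure D3:**
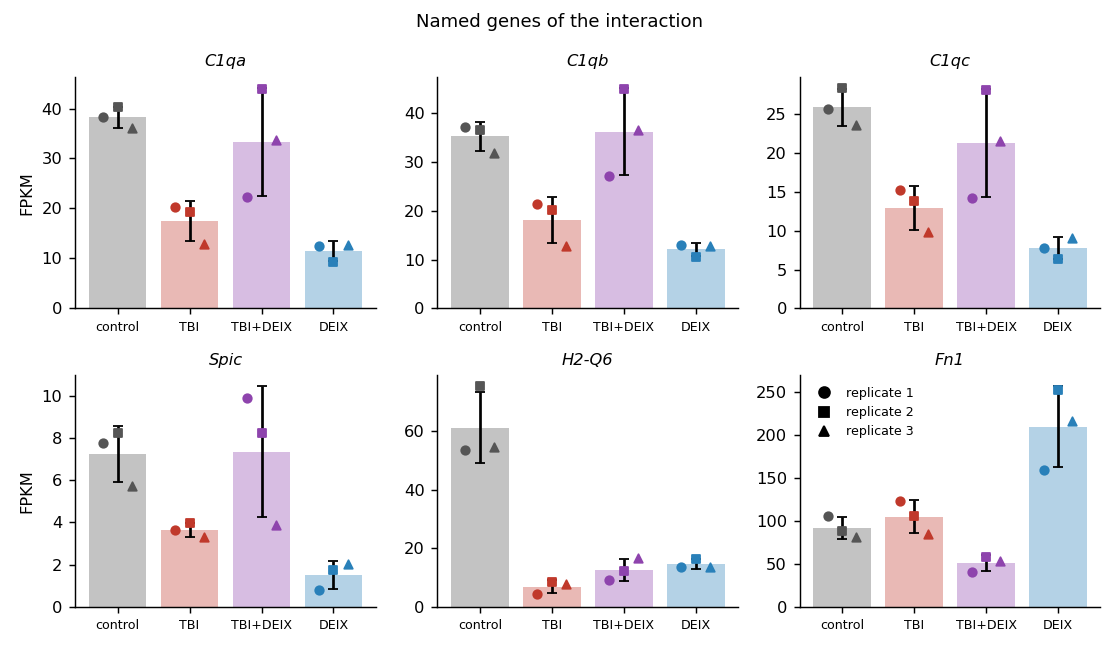
FPKM of the 6 genes named for the interaction in each library (points) with group means (bars from 0) and SD (n = 3). C1qa, C1qb, C1qc and Spic were lower in TBI and in DEIX than in control and higher in TBI+DEIX than in DEIX; H2-Q6 was far higher in control than in any other group, and Fn1 was highest in DEIX at 210 ± 46.9.

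Camera called 8 lists for the interaction, 6 above and 2 below 0, and fry and the estimated correlation called 0, with 3 and 0 lists at an unadjusted p under 0.05. The largest medians were those of the interferon response list (1.94, 18 of 18 genes above 0, fry adjusted p 0.177) and the erythroid list (-1.29, 23 of 24 below 0, fry adjusted p 0.286).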

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

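Each result here comes from the interaction and is given because it passed its threshold. The interaction tests whether the DEIX effect differed between irradiated and unirradiated mice. It can also hold an effect of dosing, since no vehicle is stated for the control mice. The test of a floor was chosen after the result was seen.

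The interaction was called for 22 genes. Of 100 drawn splits of the libraries, the real one included, 5 gave at least as many genes, and the largest other count was 1654. Those 5 were among the 11 drawn splits that did not mix control with DEIX libraries, and the 6 others of these 11 gave from 0 to 15 genes. The 4 that were not the real one mixed TBI with TBI+DEIX libraries but kept the difference between control and DEIX, which is part of the interaction, so they are not groupings without effect. The 89 splits that mixed control with DEIX libraries gave at most 1 gene. For 16 of the 22 genes the control libraries lay apart from all 9 others. Without TBI replicate 2 the count was 4, and without TBI+DEIX replicate 1 it was 331.

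A floor was weighed, since a gene that either treatment alone brings near 0 has no room for the sum of both effects. For 9 of the 21 genes with an interaction above 0 that sum lies below a log2(FPKM + 1) of 0, which no value can reach, so a floor is a candidate explanation for these 9. For the other 12, C1qa, C1qb, C1qc, Spic and H2-Q6 among them, the sum stays above 0, which argues against a floor. After each library's trend on GC content and transcript length was removed, 18 of the 22 genes kept their call, which argues against such a bias as the cause for these 18.

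C1qa had a log2 interaction of 2.52, C1qb of 2.43, C1qc of 2.27 and Spic of 2.51. Spic lost its call without each single library except TBI+DEIX replicates 1 and 3. All 4 genes are known from resident macrophages. Other genes of a resident macrophage list, none of them called for the interaction, had a median interaction of 1.06 (15 of 17 above 0, fry p 0.0119, not adjusted), so a change in resident macrophages or in their RNA is a candidate explanation. Of its most abundant genes, Slc40a1, at a mean of 106 FPKM, had an interaction of 0.07 and Apoe, at 97.0 FPKM, of 0.60, while Hmox1, the next, had 1.20. All 17 genes passed the expression filter in this marrow, and 8 of the 18 listed are also in the lists of the report. More monocytes are argued against, since other monocyte genes had a median interaction of -0.93 (14 of 16 below 0, fry p 0.114); of its most abundant genes, Lyz2, at 7400 FPKM, was at -0.90, Ly6c2, at 1460 FPKM, at -0.06 and Psap, at 916 FPKM, at -0.55. What set the control mice apart stays open as a part of the pattern.

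H2-Q6 had an interaction of 2.79 and Fn1 of -2.20. H2-Q6 was lower than control in each of the 3 other groups, so the differences of TBI and of DEIX from control did not add up. Something that set the control mice apart, such as gavage, could also give this. Reads shared with its near-identical neighbours were not tested. Fn1 was highest in DEIX and lowest in TBI+DEIX, and no explanation was tested for it alone. It lost its call without control replicate 3 or TBI replicate 2 (adjusted p over its alternatives up to 0.0583).

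By camera with its preset correlation 8 gene lists were called for the interaction, with medians of 1.94 for interferon response, -1.29 for erythroid, 1.16 for B lineage, 0.72 for T and NK cells, 0.45 for eosinophils, basophils and mast cells, 0.42 for megakaryocytes and platelets, -0.32 for proliferation and 0.00548 for monocytes and macrophages. Of the 100 drawn splits, 37 gave at least 8 lists, 27 of them among the 89 that mixed control with DEIX libraries, so the list calls do not stand clear of regrouped libraries. Neither fry nor an estimated correlation called any (3 and 0 at an unadjusted p under 0.05). The sums of both single effects lay below 0 for 6 of 19 B lineage and 3 of 18 interferon response genes.

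Single libraries moved several of these medians. The interferon response median was 2.98 without TBI+DEIX replicate 1 and 1.25 without TBI+DEIX replicate 3. The B lineage median was 0.34 without TBI replicate 1, 1.87 without TBI+DEIX replicate 1 and 0.49 without TBI+DEIX replicate 2. The eosinophil, basophil and mast cell median was 0.13 without TBI replicate 1 and 0.76 without TBI+DEIX replicate 1. The erythroid median was -0.77 without DEIX replicate 2, and the megakaryocyte and platelet median 0.25 without control replicate 1. The monocyte and macrophage list has 10 genes above and 10 below 0, and its median ran from -0.27 (without TBI+DEIX replicate 3) to 0.41 (without TBI+DEIX replicate 1). It lost its call without TBI replicate 3 (-0.10), TBI+DEIX replicate 2 (-0.21) or TBI+DEIX replicate 3.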

How the results depend on the processing

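The alternatives on S100a8, S100a9 and Ngp, on GC content and transcript length, and on array weights were chosen after seeing the data. For each change below, the cause was not tested unless it is given.

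Genes called in TBI against control, 439 in all, became 675 with no filter, 134 at a mean FPKM of at least 5, 265 on the TPM scale, 1417 with only the compared groups in the fit and 140 with an absolute log2 change of at least 1, which removes calls by construction. The 6 fits that each left out a library gave from 153 (without control replicate 1) to 259 genes (without TBI replicate 3), with fewer libraries in each.

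The 891 genes of TBI+DEIX against TBI became 155 on the TPM scale, 474 with a common sum without those 3 genes, 154 with the minimum change, and 0 with only the compared groups in the fit, where 2015 had an unadjusted p under 0.05. Single libraries moved the count from 5 (without TBI replicate 3) to 2836 (without TBI+DEIX replicate 1), so no single number of changed genes holds for this comparison.

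The 796 genes of DEIX against control became 305 on the TPM scale, 453 with the common sum without the 3 genes, 2057 with only the compared groups and 175 with the minimum change, and from 146 (without control replicate 2) to 938 (without DEIX replicate 2) in the fits without a library. The 3299 genes of TBI+DEIX against control became 1803 on the TPM scale, 2181 with only the compared groups and 638 with the minimum change, and from 2004 (without control replicate 2) to 4232 (without TBI+DEIX replicate 1). The 22 genes of the interaction became 11 with a pseudocount of 0.1, 37 with no filter, 7 at a mean FPKM of at least 5, 42 on the TPM scale and 38 after quantile normalization, and from 4 (without TBI replicate 2) to 331 (without TBI+DEIX replicate 1).

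Array weights by the gene by gene method called 4218, 4488, 4508, 6187 and 532 genes in the 5 contrasts, TBI against control first and the interaction last. The lowest weight was 0.0709, for TBI+DEIX replicate 1, and the highest that of control replicate 2. They were estimated from 3 libraries per group. The default method of limma stopped before it converged, with a still higher weight for control replicate 2 and 7017 calls in TBI against control, and its calls were not used. Whether the added calls are real was not tested.

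The TPM scale shifted the median log2 change of all genes by -0.12 in TBI+DEIX against TBI, -0.14 in DEIX against control and -0.12 in TBI+DEIX against control. Genes called higher went from 22.3% to 8.68% in TBI against control, and in those 3 comparisons from 57.9% to 34.8%, from 62.4% to 17.4% and from 56.2% to 30.4%. The common sum without the 3 genes shifted TBI+DEIX against TBI by -0.10 and gave 30.2%, 45.7% and 38.3% in the same 3 comparisons, and 74.2% in the interaction against 95.5%. At a mean FPKM of at least 5 the share was 77.1% in DEIX against control and 66.7% in TBI+DEIX against control. With only the compared groups it was 39.8% in TBI against control, and with array weights 56.7%. Single libraries also moved the share. In TBI+DEIX against TBI it was 39.1% without TBI replicate 2, 90.2% without TBI+DEIX replicate 3 and 100% of 5 genes without TBI replicate 3. Without each other library of these groups it ran from 54.7% to 62.8%. In TBI against control it ran from 7.65% (without control replicate 2) to 20.6% (without TBI replicate 1).

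For gene lists, an estimated correlation called 0 in each of the 5 contrasts (3, 0, 0, 1 and 0 at an unadjusted p under 0.05), against 9, 4, 10, 9 and 8 with the preset correlation. In the same order fry called 2, 1, 0, 4 and 0 (9, 3, 5, 10 and 3 unadjusted). Without single libraries the calls ran from 9 to 12, from 4 to 7 (the 7 without TBI+DEIX replicate 1), from 8 to 11, from 9 to 10 and from 8 to 11. Of the 40 list results, 40 lost their call in at least 1 alternative and 0 reversed. Of the 46 results for named genes, 23 kept their call in each alternative run, 23 lost it in at least 1, and 0 reversed.

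The difference in position of 0.177 ran from 0.130 to 0.239 under the other settings, the highest over genes with a mean FPKM of at least 20, and from 0.0131 (without TBI+DEIX replicate 1) to 0.278 (without TBI+DEIX replicate 3). The share of TBI genes moved back ran from 35.7% to 45.9%, and from 35.4% to 45.2% without single control or TBI+DEIX libraries. TBI libraries were not left out further there, since each is already left out in turn, and fits without a DEIX library do not bear on either measure.

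Deviations from the group mean correlated with an r from -0.447 to 0.242 over the 18 pairs of same-numbered libraries (mean -0.0742, against 0.0357 for differently numbered pairs), with 3 pairs over 0.1, so the numbers do not pair the libraries. With the replicate number in the model 474 genes were called in TBI+DEIX against TBI, and the other counts stayed within 1.5 times. The depth of the libraries is unknown, and by the FPKM worth of 1 read the TBI+DEIX libraries were the shallowest as a group, so a change in genes of low FPKM there may not have been detectable.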

Other observations

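The tests on the shared control libraries, on what set the control mice apart, on the genes listed at 0 and on TBI+DEIX replicate 1 were chosen after the results they bear on were seen.

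Other splits of the 6 libraries were fitted for each comparison of groups. In TBI against control 1 of the 10 splits, the real one, gave as many genes, and so did 1 of 10 in TBI+DEIX against TBI, 1 of 10 in DEIX against control and 1 of 10 in TBI+DEIX against control. The most that another split gave was 76 genes, in TBI+DEIX against TBI, and 0 genes in the other comparisons. With 10 splits the share cannot fall under 0.1. For gene lists called by camera, 4 of 10, 10 of 10, 3 of 10 and 2 of 10 splits gave as many, in the same order.

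For 1819 of 10994 genes (16.5%) the 3 control libraries lay all above or all below the 9 others, against 253 genes for TBI, 1031 for TBI+DEIX and 197 for DEIX, where chance gives 0.909%. TBI and DEIX shared 220 genes called against control, all in the same direction. Genes were also chosen from TBI and a pair of control libraries and then read in DEIX against the control library left out, so that no library was shared. Over 89, 99 and 79 genes, with control replicates 1, 2 and 3 left out in turn, DEIX differed from that library in the direction of TBI by a mean log2 change of 0.89, 0.74 and 0.93. The largest SD between DEIX libraries was 0.13, which argues against noise in the shared control libraries for these genes. Across all genes this stays open. The mean r of 0.488 with no library in common was reached by 27 of 1000 simulations of groups without effect. Their 95% range went to 0.493. They drew residuals from all 4 groups, though control had the smallest spread, so they cannot decide the question. In all 3 groups 210 genes were called against control, each in a single direction. Something that set the control mice apart, such as gavage, could give such genes, and so could similar effects of irradiation and DEIX. The last pair cannot be told apart, since the labels state no vehicle for the control mice and no unirradiated group given vehicle without DEIX.

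The interferon response genes were lower in TBI and in DEIX than in control. After each library's trend on GC content and transcript length was removed, the median of the list was -1.87 in TBI and -1.61 in DEIX, against -1.83 and -1.63 before, which argues against that bias. The list scores were 1.12, 1.37 and 1.25 in the control libraries, from -0.68 to -0.38 in TBI and from -0.69 to -0.08 in DEIX, gaps far beyond the spread within these groups, which argues against noise in the control libraries. What set the control mice apart and the treatments themselves stay open.

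TBI+DEIX lay at a mean of 0.978 on the line from control to TBI, and TBI at 0.802. Both groups were placed on lines built from pairs of TBI libraries, so equal groups would be expected to differ by 0. Technical reasons that could hide a move toward control were tested. The difference in position was 0.213 without S100a8, S100a9 and Ngp, 0.239 over the 4190 genes with a mean FPKM of at least 20, where lower depth weighs less, and 0.158 after the trend on GC content and transcript length was removed. None of these values is below 0, which argues against these reasons having hidden a move of the group mean. All of them include TBI+DEIX replicate 1, so they do not bear on the other libraries alone. Without TBI+DEIX replicate 1 the difference in position was 0.0131, against a spread of 0.141 between TBI libraries. That replicate accounts for most of the difference. The remaining libraries lay at 0.854 and 0.776, on either side of the TBI mean of 0.802 and inside the TBI range, so without that replicate the evidence is weak in either direction. Given the spread between TBI libraries, a move toward control is neither shown nor excluded.

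Erythroid genes were lower in TBI+DEIX than in TBI. If red cells and reticulocytes alone had been lost, for example when the marrow was prepared, late erythroid genes would fall and early ones would not. Late genes had a median of -1.19 (16 of 16 lower) and early genes of -1.09 (13 of 14 lower), which argues against that as the whole cause. The most abundant early genes went both ways. Nfe2, at 175 FPKM, changed by 0.31, Car1, at 142 FPKM, by -0.66 and Tfrc, at 88.9 FPKM, by -1.19. The most abundant late gene, Hba-a1, at 1684 FPKM, changed by -3.04. The tested genes of both lists, 14 and 16, passed the expression filter in this marrow, and 6 of each are also in the lists of the report. Without TBI+DEIX replicate 1 the median of the erythroid list was -1.80, against a spread of 0.70 between TBI libraries, and after the trend on GC content and transcript length was removed it was -1.83, so neither accounts for the fall. Fewer erythroid precursors in TBI+DEIX is a candidate explanation found and tested on the same libraries. How the marrow was sampled stays open, since the share of haemoglobin genes in the summed FPKM, without the 3 genes listed at 0, also varied within groups. It ran from 0.888% to 1.37% in control, from 0.450% to 2.19% in TBI, from 0.0347% to 0.341% in TBI+DEIX and from 0.341% to 2.07% in DEIX.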
